# *Sipa1* deficiency unleashes a host-immune mechanism eradicating chronic myelogenous leukemia-initiating cells

**DOI:** 10.1038/s41467-018-03307-8

**Published:** 2018-03-02

**Authors:** Yan Xu, Satoshi Ikeda, Kentaro Sumida, Ryusuke Yamamoto, Hiroki Tanaka, Nagahiro Minato

## Abstract

Chronic myelogenous leukemia (CML) caused by hematopoietic stem cells expressing the *Bcr-Abl* fusion gene may be controlled by Bcr-Abl tyrosine kinase inhibitors (TKIs). However, CML-initiating cells are resistant to TKIs and may persist as minimal residual disease. We demonstrate that mice deficient in *Sipa1*, which encodes Rap1 GTPase-activating protein, rarely develop CML upon transfer of primary hematopoietic progenitor cells (HPCs) expressing *Bcr-Abl*, which cause lethal CML disease in wild-type mice. Resistance requires both T cells and nonhematopoietic cells. *Sipa1*^−/−^ mesenchymal stroma cells (MSCs) show enhanced activation and directed migration to *Bcr-Abl*^+^ cells in tumor tissue and preferentially produce Cxcl9, which in turn recruits *Sipa1*^−/−^ memory T cells that have markedly augmented chemotactic activity. Thus, *Sipa1* deficiency uncovers a host immune mechanism potentially capable of eradicating *Bcr-Abl*^+^ HPCs via coordinated interplay between MSCs and immune T cells, which may provide a clue for radical control of human CML.

## Abstract (web summary)

Chronic myelogenous leukemia (CML)-initiating cells are resistant to kinase inhibitors. Here the authors show that deficiency of the Rap1 GTPase-activating protein Sipa1 in the tumor microenvironment releases an immune response that eradicates CML-initiating cells via interplay between stromal and T cells.

## Introduction

Cancer cells may induce dynamic reorganization of their surrounding tissue microenvironment including responses by various host cells, such as mesenchymal stroma cells (MSCs), vascular endothelial cells (ECs), and a variety of immune and inflammatory cells^1–3^. Although such changes in tumor tissue may significantly influence tumor cell growth either positively or negatively depending on the types and extents of tissue reactions, in most cases the tumor cells evolve, expand, invade normal tissues, and eventually metastasize. Acquired immunity has an important role among the changes, and several cellular and molecular signatures of immune contextures in tumor tissue are often associated with a good prognosis for cancer patients^4,5^. Nonetheless, the effects of host immunity, even against potently immunogenic tumors, may be limited due to various hindrances, including immune effectors having ineffective physical and/or functional access to cancer cells in the tissue^6^. The discovery of the PD-1-mediated immune checkpoint mechanism and recent clinical success of checkpoint blockade therapy in cancer patients have highlighted the importance of the functional accessibility of immune T cells to cancer cells in the tissue microenvironment^7–9^.

Chronic myelogenous leukemia (CML) is caused by chromosomal translocations resulting in the generation of *Bcr-Abl* fusion oncogene in a hematopoietic stem cells. Although the *Bcr-Abl*^+^ CML-initiating cells proliferate and differentiate under a hematopoietic hierarchy analogous to normal hematopoietic stem/progenitor cells, they overwhelm normal hematopoiesis and lead to a massive increase in the differentiated progenies^10^. The CML cells induce remarkable alterations of the hematopoietic microenvironment, which may favor the survival, proliferation, and differentiation of CML-initiating cells over normal hematopoietic counterparts^11–13^. The robust increase in CML cells during the chronic phase may be controlled by Bcr-Abl tyrosine kinase inhibitors (TKIs), but the CML-initiating cells per se are resistant to TKIs^14,15^ and may persist as minimal residual disease^16,17^. It has been reported that T cells specific for CML cells develop in the patients, particularly under certain therapies, which may lead to disease remission^18,19^. However, any contribution of endogenous acquired immunity in the host to the control of CML-initiating cells usually appears to be very limited, if any, allowing the disease progression^20,21^. Therefore, eradication of CML-initiating cells remains a challenge for radical control of CML.

Sipa1 is a specific Rap1 GTPase-activating protein (GAP) that negatively regulates Rap1 signaling^22^, which controls cell–cell and cell–matrix interactions through the regulation of cell adhesion-related molecules including integrins^23–25^. Although *Sipa1*-deficient mice remain healthy for a year or so after birth, they may eventually develop diverse late-onset disorders in the immune and hematopoietic systems, including overt systemic autoimmunity and various hematological disorders with age^26–28^. Such pleiotropic effects of *Sipa1* deficiency may be accounted for by the altered cellular interactions involved in the development of various lymphohematopoietic cell lineages in the unique tissue microenvironment^29^. It is reported that certain cancer cells may overexpress Sipa1, which promotes their invasion and metastasis via altered interaction with extracellular matrix (ECM) in the tissue, thus functioning as a metastasis efficiency modifier^30–33^. As such, Sipa1 is a key endogenous regulator of cell adhesion and migration for many cell types in tissues.

To explore the role of the host microenvironment in CML development, we investigated the CML-inducing activity of primary *Bcr-Abl*^+^ hematopoietic progenitor cells (HPCs) from the bone marrow (BM) of wild-type (Wt) mice in *Sipa1*^−/−^ hosts. We demonstrated that *Sipa1*^−/−^ mice show a remarkable resistance to CML development upon the transfer of *Bcr-Abl*^+^ HPCs, which cause lethal CML disease in Wt mice. Current results uncovered a novel mechanism potentially capable of eradicating *Bcr-Abl*^+^ HPCs and deterring CML disease development through immune mechanisms via coordinated interplay between MSCs and memory T cells in the tumor tissue.

## Results

### *Sipa1*-deficient mice resist CML development by *Bcr-Abl*^+^ HPCs

To investigate the effects of the *Sipa1*-deficient host environment on the CML-inducing activity of the primary *Bcr-Abl*^+^ HPCs, we first transferred the primary lineage marker negative (Lin^−^) BM cells from Wt B6 mice retrovirally transduced with *p210Bcr-Abl* into Wt and *Sipa1*^−/−^ B6 mice intravenously at 1.5 × 10^4^ cells/mouse according to the standard BM transplantation (BMT) procedure^34^. Both Wt and *Sipa1*^−/−^ mice similarly died within 4 weeks after BMT with lethal or even sublethal (5 Gy) γ-ray irradiation (Fig. 1a, left). Unexpectedly, however, when *Bcr-Abl*^+^ HPCs were transferred to unirradiated mice, all *Sipa1*^−/−^ mice survived with no evidence of disease for more than 100 days (Fig. 1a, right). All Wt mice died within 5 weeks, with only a slight delay compared to irradiated Wt mice (Fig. 1a, right). The Wt mice developed a remarkable increase in GFP^+^ leukocytes, which mostly consisted of myeloid cells in the blood, and massive splenomegaly, but *Sipa1*^−/−^ mice showed no detectable GFP^+^ cells in the circulation and had no splenomegaly (Fig. 1b). To examine the duration of the irradiation effect, we transferred the *Bcr-Abl*^+^ HPCs at varying intervals after 5 Gy of irradiation. All Wt recipients died within 4–5 weeks irrespective of the intervals, as expected (Fig. 1c, left). In contrast, 100% and 20% of *Sipa1*^−/−^ mice that were rested for more than 3 months and for 2 months, respectively, before *Bcr-Abl*^+^ HPC transfer survived with no evidence of disease, whereas all the mice with a resting interval of <1 month died within 4 weeks (Fig. 1c, right). The results indicated that the *Sipa1*^−/−^ host environment contributes potent resistance to the *Bcr-Abl*^+^ HPC-mediated CML development, which is radiosensitive and needs at least 3 months for full recovery after irradiation.

**Fig. 1:**
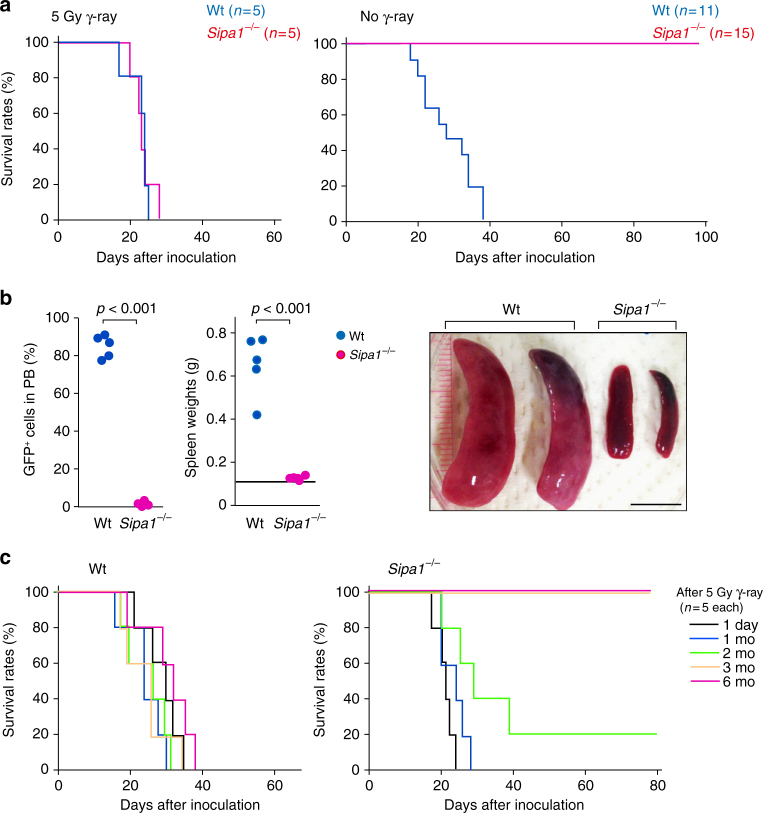
*Bcr-Abl*^+^ HPCs fail to develop CML in unirradiated *Sipa1*^−/−^ mice. **a** Normal Lin^−^ BM cells (HPCs) from Wt B6 mice were infected with retrovirus containing *p210Bcr-Abl* and intravenously injected into Wt B6 and *Sipa1*^−/−^ B6 mice at 1.5 × 10^4^ cells per mouse with or without prior γ-ray irradiation. Survival curves of the indicated numbers of mice per group are shown. Independent experiments were performed for two times with similar results. **b** On day 20 after injection of *Bcr-Abl*^+^ HPCs, the proportions of GFP^+^ cells in the peripheral blood (PB) leukocytes and the weights of spleens were examined. A bar indicates the mean spleen weight of control mice, and *p* values were determined with two-tailed unpaired Student’s *t*-test. Representative pictures of spleens are also shown. Scale bar, 10 mm. **c** Wt and *Sipa1*^−/−^ mice were intravenously injected with *Bcr-Abl*^+^ HPCs at varying intervals after irradiation with 5 Gy γ-ray. Survival curves of five mice per group are shown. Independent experiments were done twice with similar results

### *Bcr-Abl*^+^ HPCs are properly engrafted in *Sipa-1*^−/−^ BM

We then investigated whether the transferred *Bcr-Abl*^+^ HPCs could properly home to hematopoietic tissues and be engrafted in unirradiated *Sipa1*^−/−^ mice. FACS analysis indicated that a detectable increase in GFP^+^ cells occurred in the BM of Wt recipients on day 6, followed by an exponential increase thereafter (Fig. 2a). GFP^+^ cells were then also increased in the peripheral blood (PB) with a delay of ~3 days (Fig. 2a), suggesting that BM was the primary site for the initial expansion and systemic spread of *Bcr-Abl*^+^ cells. In *Sipa1*^−/−^ recipients, GFP^+^ cells were also increased in the BM until day 9 to an extent comparable to that in Wt mice. However, the increase rate slowed on day 12, and the GFP^+^ cells became essentially undetectable by day 15; the GFP^+^ cells in the PB were also transient and disappeared completely by day 15 (Fig. 2a). Immunostaining analysis confirmed the comparable presence of scattered GFP^+^ cells in the BM parenchyma at as early as day 3, and on day 6 the clustered GFP^+^ cell foci were observed to be similar in both Wt and *Sipa1*^*−/−*^ recipients (Fig. 2b, c). FACS analysis revealed essentially similar multi-lineage differentiation profiles of *Bcr-Abl*^+^ HPCs in Wt and *Sipa1*^−/−^ recipients at day 9 (Supplementary Fig. 1). On day 12, however, there were only minimal residual GFP^+^ cells in *Sipa1*^−/−^ BM, whereas remarkable GFP^+^ cell expansion was evident throughout the BM of Wt mice (Fig. 2b, c). Many of the residual GFP^+^ cells in *Sipa1*^−/−^ BM on day 12 were noted to be large cells, suggestive of differentiated megakaryocytes (Fig. 2c). In agreement with these findings, the GFP^+^ Lin^−^ c-Kit^+^ Sca-1^+^ (LKS) progenitor cells that increased until day 9 completely disappeared by day 12 in *Sipa1*^−/−^ mice, seemingly preceding the decline of total GFP^+^ cells (Fig. 2d). Further, although BMCs of *Sipa1*^−/−^ recipients on day 6 were capable of transferring the CML disease to the secondary Wt B6 recipients as with Wt recipients, BMCs of *Sipa1*^−/−^ recipients on day 18 were no longer able to do so (Fig. 2e). Thus, *Bcr-Abl*^+^ HPCs are properly engrafted in the BM and initiated the proliferation and differentiation, but they are eventually rejected completely in the *Sipa1*^−/−^ host.

**Fig. 2:**
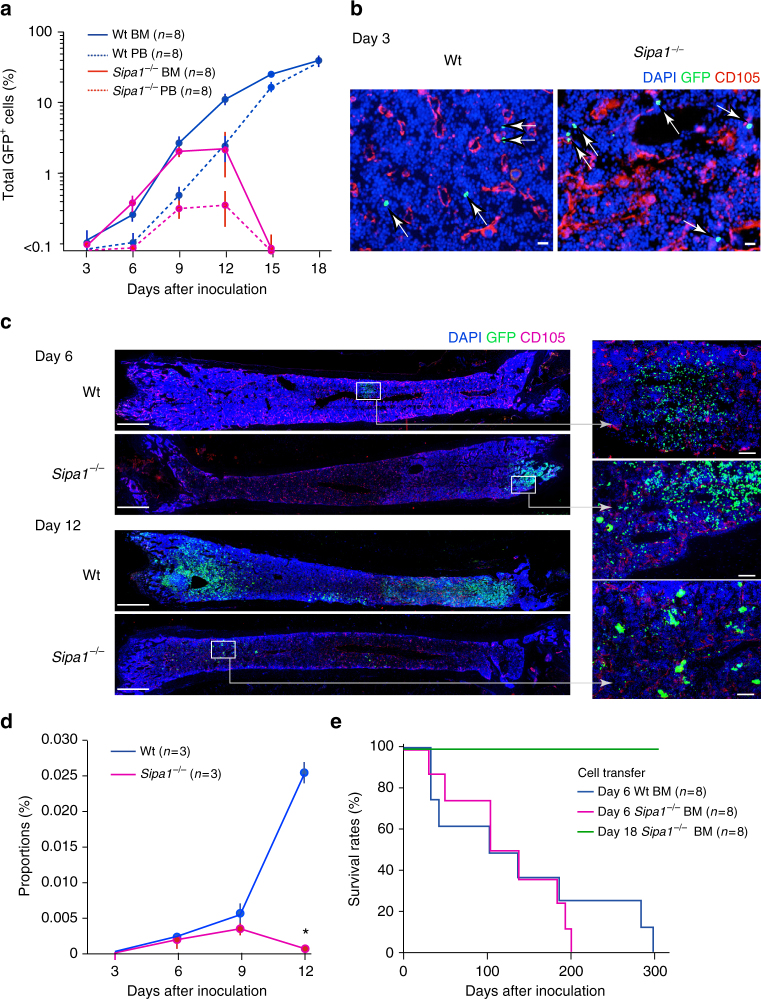
*Bcr-Abl*^+^ HPCs home to and initiate proliferation in BM but are eventually rejected in the *Sipa1*^−/−^ host. **a** *Bcr-Abl*^+^ HPCs were intravenously injected into unirradiated Wt and *Sipa1*^−/−^ mice, and the proportions of GFP^+^ cells in the BM and PB were assessed with FACS on varying days after injection. The means and standard errors (SEs) of eight mice are shown. The experiments were performed twice with similar results. **b** On day 3 after injection with *Bcr-Abl*^+^ HPCs, BMs were immunostained with DAPI, anti-GFP antibody, and anti-CD105 antibody for endothelial cells. Arrows indicate the injected GFP^+^ cells in the BM parenchyme. Scale bars, 20 μm. Similar results were confirmed in three mice of each group. **c** On days 6 and 12, BMs were immunostained with DAPI, anti-GFP, and anti-CD105 antibodies. The enlarged images of boxed regions are also shown. Scale bars, 1 mm and 100 μm (enlarged). Similar results were obtained in three mice of each group. **d** The proportions of GFP^+^ Lin^−^ cKit^+^ Sca-1^+^ (LKS) cells in the BM of Wt and *Sipa1*^−/−^ mice were assessed with FACS at varying days after injection of *Bcr-Abl*^+^ HPCs. The means and SEs of three mice per group are shown. *p < 0.01 (two-tailed unpaired Student’s *t*-test). **e** BM cells from Wt and *Sipa1*^−/−^ mice that received *Bcr-Abl*^+^ HPCs were harvested on day 6 and day 18, and intravenously injected into the secondary unirradiated Wt B6 mice on a one-to-one basis. Survival curves of eight recipients per group are shown

### CML resistance requires both hematopoietic and stromal cells

Next, we addressed the cellular components of the host involved in the rejection of *Bcr-Abl*^+^ HPCs in *Sipa1*^−/−^ mice. Analysis using *EGFP; Sipa1* reporter mice revealed considerable expression of Sipa1 in the both lymphohematopoietic and nonhematopoietic cells in the BM (Fig. 3a). In the T-cell population, memory CD44^high^ cells exhibited greater Sipa1 expression than naive CD44^low^ cells of both CD4^+^ and CD8^+^ T-cell subsets (Fig. 3a), in agreement with the transcriptional activation of *Sipa1* via T-cell receptor (TCR) stimulation^27^. Therefore, we challenged the BM chimeric mice between Wt and *Sipa1*^−/−^ mice with Wt *Bcr-Abl*^+^ HPCs at 4–6 months after BMT, allowing full recovery of the resistance following γ-ray irradiation. As anticipated, <Wt BM into Wt> mice all died within 4 weeks, whereas 100% of <*Sipa1*^−/−^ BM into *Sipa1*^−^^*/*^^−^> mice survived with no evidence of disease for more than 100 days (Fig. 3b). All <*Sipa1*^−/−^ BM into Wt> mice also died similarly to <Wt BM into Wt> mice, indicating that *Sipa1*^−/−^ hematopoietic cells are ineffective in the Wt host. On the other hand, 3 out of 12 <Wt BM into *Sipa1*^−/−^> mice (25%) survived for long term, but the rest died similarly to <Wt BM into Wt> mice (Fig. 3b). Although the results may imply that Wt hematopoietic cells contribute to the resistance to a certain extent in the *Sipa1*^−/−^ host, the effect is much weaker than that of *Sipa1*^−/−^ hematopoietic cells. With the use of a *Bcr-Abl*^+^ CML cell line BA-1, similar results were obtained (Supplementary Fig. 2). The results strongly suggested that the robust resistance of *Sipa1*^−/−^ mice to CML development depends on both hematopoietic and nonhematopoietic cell components of the host. *Sipa1*^*−/−*^ mice were no more resistant than Wt mice against unrelated leukemia cell lines, such as the T-ALL cell line Wo1, which also expresses GFP, and the T-cell leukemia cell line EL4 (Fig. 3c), and thus the resistance was apparently selective for *Bcr-Abl*^+^ cells.

**Fig. 3:**
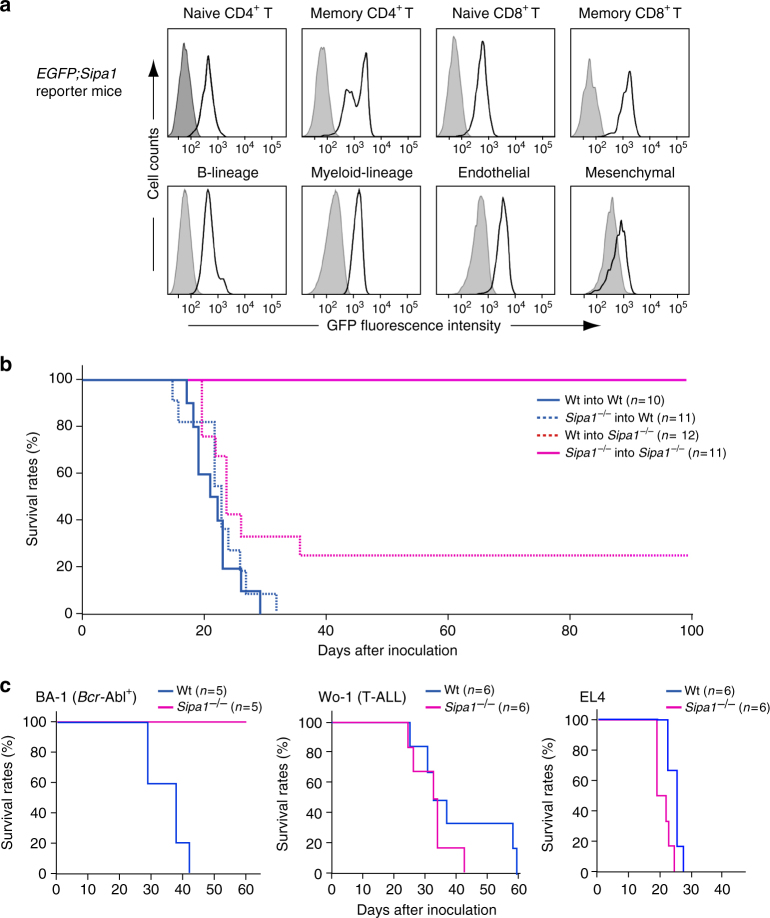
CML resistance of *Sipa1*^−/−^ mice requires both hematopoietic and non-hematopoietic cells. **a** Expression of GFP in the BM cells of *EGFP; Sipa1* reporter mice was analyzed with FACS at the gates of CD3^+^ CD44^low^ CD62L^high^ CD4^+^ (naive CD4 T), CD3^+^ CD44^high^ CD62L^low ^CD4^+^ (memory CD4 T), CD3^+^ CD44^low^ CD62L^high^ CD8^+^ (naive CD8 T), CD3^+^ CD44^high^ CD62L^low^ CD8^+^ (memory CD8 T), CD45^+^ B220^+^ (B-lineage), CD45^+^ CD11b^+^ (Myeloid), CD45^−^ Ter119^–^ CD31^+^ (Endothelial), and CD45^–^ Ter119^–^ CD31^−^ PDGFRα^+^ (Mesenchymal). Shaded regions indicate staining with isotype-matched control IgG. The intensities of GFP were confirmed to correlate with the intracellular Sipa1 expression levels. **b** BM chimeras between Wt and *Sipa1*^−/−^ mice were generated for all four donor/recipient combinations as indicated. At the intervals of 4–6 months after BMT, *Bcr-Abl*^+^ HPCs of Wt mice were intravenously injected into the chimeric mice at 1.5× 10^4^ cells per mouse. Survival curves of indicated numbers of recipients per group are shown. **c** Leukemia cell lines of B6 mice, BA-1 (*Bcr-Abl*^+^ CML), Wo-1 (T-ALL), and EL4 (T cell), were intravenously injected at 10^5^ cells per mouse into Wt and *Sipa1*^−/−^ mice, and the survival rates were examined. Independent experiments were repeated for at least three times with similar results

### *Sipa1*^−/−^ T cells are essential for the CML resistance

To identify the hematopoietic cells involved in the resistance of *Sipa1*^−/−^ mice to *Bcr-Abl*^+^ HPCs, we performed genetic studies. The resistance of *Sipa1*^−/−^ mice was completely abolished by the introduction of the *Rag2*^−/−^ genetic background (Fig. 4a). *Sipa1*^−/−^ CD3*ε*^−/−^ mice also developed lethal CML comparably to Wt mice, whereas all *Sipa1*^−/−^*μMT*^−/−^ mice remained disease free for more than 100 days (Fig. 4b, c). Notably, both *Sipa1*^+*/*+^ *Rag2*^−/−^ and *Sipa1*^+*/*+^ CD3*ε*^−/−^ mice were by no means more susceptible than Wt mice, suggesting that T cells play little role in the Wt host. To investigate the role of T-cell subsets, we examined the effects of antibody-mediated cell depletion. Depletion of either CD4^+^ or CD8^+^ T cells completely abolished the resistance of *Sipa1*^−/−^ mice, although natural killer (NK)-cell depletion had no effect (Fig. 4d). These results indicated that acquired T-cell immunity including both CD4^+^ and CD8^+^ T cells has a crucial role in mediating the rejection of *Bcr-Abl*^+^ HPCs in *Sipa1*^*−/−*^ mice. In agreement with the findings, *Sipa1*^−/−^ BM at day12 after *Bcr-Abl*^+^ HPC transfer contained significantly more T cells than Wt BM with less GFP^+^ cells (*p* < 0.01, two-tailed unpaired Student’s *t*-test), the increase being more prominent in CD8^+^ T cells than CD4^+^ T cells (Fig. 4e). Also, the majority of increased T cells were memory cell type (Fig. 4e), suggestive of systemic influx. Immunostaining analysis further confirmed that the foci of GFP^+^ cells in the *Sipa1*^*−/−*^ BM were associated with substantially more T cells than those in Wt BM, and such T cells often formed a tight adhesion to GFP^+^ cells (Supplementary Fig. 3).

**Fig. 4:**
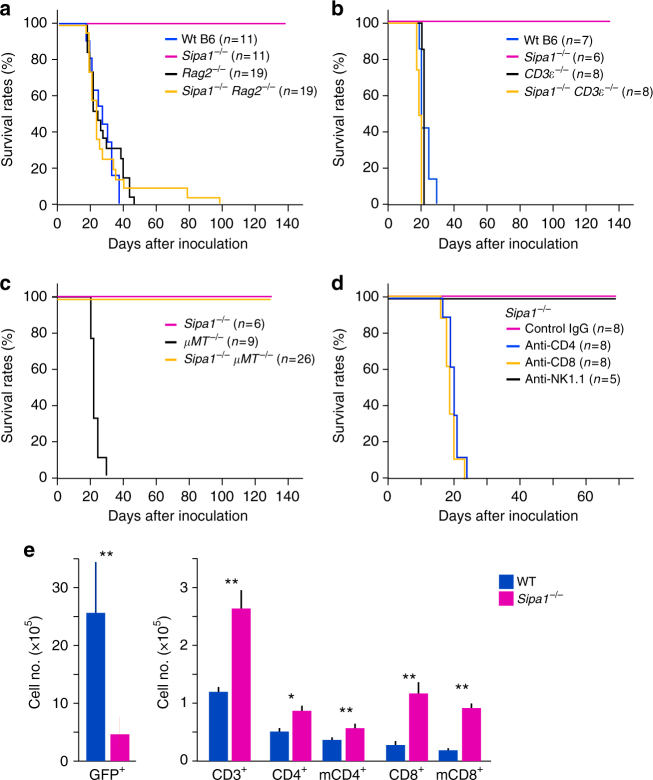
T cells of both CD4^+^ and CD8^+^ cell types are essential for CML resistance of *Sipa1*^−/−^ mice. **a**–**c** *Sipa1*^−/−^ mice were crossed with *Rag2*^−/−^, *CD3ε*^−/−^, or *μMT*^−/−^ mice to generate double KO mice, and *Bcr-Abl*^+^ HPCs of Wt B6 mice were intravenously injected in the unirradiated mice. Survival curves of the indicated numbers of mice per group are shown. **d** *Sipa1*^−/−^ mice were injected with anti-CD4, anti-CD8, anti-NK1.1 antibody, or control IgG twice per week beginning from the day before the injection of *Bcr-Abl*^+^ HPCs. The antibody treatment was confirmed to eliminate more than 95% of the corresponding cell types in the spleen. Survival curves of the indicated numbers of mice per group are shown. **e** Wt and *Sipa1*^−/−^ B6 mice were intravenously injected with *Bcr-Abl*^+^ HPCs at 1.5 × 10^4^ cells per mouse, and 12 days later the BM cells were harvested and multi-color analyzed with indicated markers using FACS Canto. The means and SEs of cell numbers of indicated cell populations of five mice per group are shown. *p < 0.05; **p < 0.01 (two-tailed unpaired Student’s *t*-test); m memory phenotype. The similar experiments were repeated two times with similar results

### CML resistance of *Sipa1*^−/−^ host is not confined to the BM

We next addressed the nature of nonhematopoietic cells of *Sipa1*^−/−^ mice in the context of resistance to *Bcr-Abl*^+^ HPCs. To investigate whether the resistance involves unique hematopoietic stroma cells in *Sipa1*^−/−^ BM, we subcutaneously inoculated *Bcr-Abl*^+^ HPCs in Matrigel matrix to prevent systemic cell diffusion. The “ectopic” transfer of *Bcr-Abl*^+^ HPCs into Wt mice also resulted in the local expansion and tumor formation and eventually killed the majority of recipients (Fig. 5a). Significant GFP^+^ cells appeared in the regional lymph nodes and circulation only at a later stage. The *Bcr-Abl*^+^ HPCs in subcutaneous tissue showed differentiation biased to B-lineage cells unlike in BM, where they were mostly differentiated into myeloid cells (Supplementary Fig. 4). This finding probably reflects the different hematopoietic cytokines available in particular tissues. In contrast, the *Bcr-Abl*^+^ HPCs inoculated subcutaneously into *Sipa1*^−/−^ mice initially formed small nodules but were completely rejected after 3 weeks; 100% of the recipients remained tumor-free for more than 120 days, with no appearance of GFP^+^ cells in the circulation either (Fig. 5a). Essentially similar results were obtained when *Sipa1*^−/−^ mice were subcutaneously challenged with BA-1 cells, whereas EL4 leukemia cells formed progressive tumors comparably in both *Sipa1*^−/−^ and Wt mice (Fig. 5b). The resistance of *Sipa1*^−/−^ mice to subcutaneous *Bcr-Abl*^+^ HPCs was also radiosensitive and dependent on T cells, including CD8^+^ T cells (Supplementary Fig. 5, Fig. 5c). To further investigate the immunological memory, we subcutaneously injected *Sipa1*^−/−^ mice with Matrigel matrix with or without *Bcr-Abl*^+^ HPCs on one frank, followed by a challenge with *Bcr-Abl*^+^ HPCs on the other frank at day 30, when the primary tumors were completely rejected. Although control *Sipa1*^−/−^ mice showed transient tumor growth, those that rejected the tumors developed only negligible tumors, suggesting an effective memory response (Fig. 5d). These results suggested that nonhematopoietic cells required for the rejection of *Bcr-Abl*^+^ HPCs in *Sipa1*^−/−^ mice are not confined to the hematopoietic tissues.

**Fig. 5:**
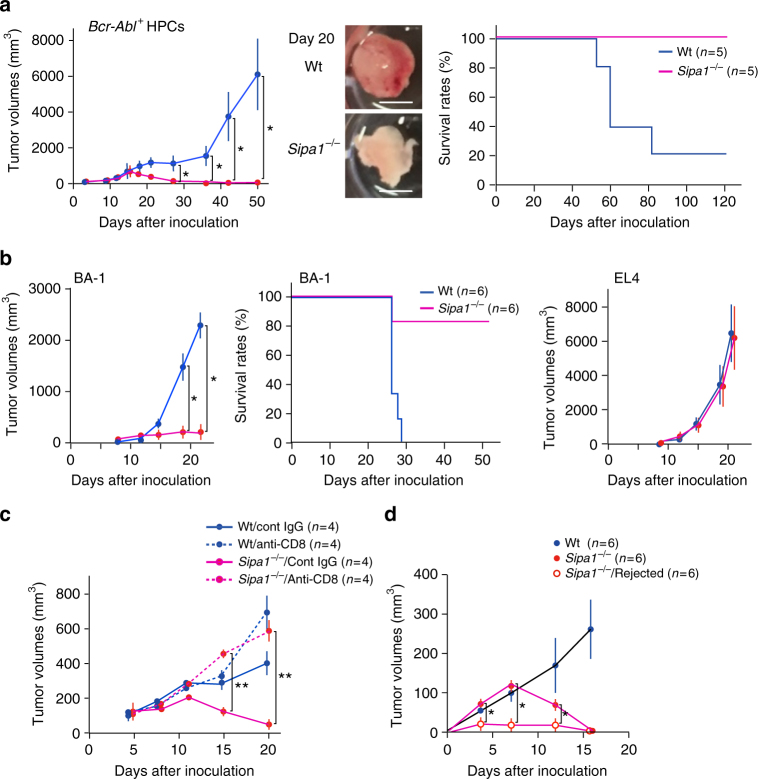
*Sipa1*^−/−^ mice reject the subcutaneous tumors by *Bcr-Abl*^+^ HPCs in a T-cell-dependent manner and develop immune memory. **a** *Bcr-Abl*^+^ HPCs in Matrigel matrix were injected subcutaneously into Wt and *Sipa1*^−/−^ mice at 1.5 × 10^4^ cells per mouse, and the tumor volumes in the local sites were measured. The means and SEs of tumor volumes and survival curves of five mice per group are shown. *p < 0.05 (two-tailed unpaired Student’s *t*-test). The experiments were done at least three times with similar results. Representative pictures of tumor masses on day 20 are also indicated. Scale bars, 5 mm. The white mass in *Sipa1*^*−/−*^ mice represents residual Matrigel matrix. **b** BA-1 or EL4 leukemia cells were subcutaneously injected into Wt and *Sipa1*^−/−^ mice, and the tumor volumes were measured. The means and SEs of tumor volumes and survival curves of six mice per group are shown. *p < 0.05 (two-tailed unpaired Student’s *t*-test). The experiments were performed four times. **c** Wt and *Sipa1*^−/−^ mice were injected with anti-CD8 antibody or isotype-matched IgG, followed by subcutaneous challenge with *Bcr-Abl*^+^ HPCs. The means and SEs of tumor volumes of four mice per group are shown. **p < 0.01 (two-tailed unpaired Student’s *t*-test). The experiments were done twice. **d** *Sipa1*^−/−^ mice were subcutaneously injected with *Bcr-Abl*^+^ HPCs on one side of frank. Thirty days later, when the tumors were completely rejected, these mice were rechallenged with *Bcr-Abl*^+^ HPCs on the other side of frank. Untreated Wt and *Sipa1*^−/−^ mice served as unimmunized controls. The means and SEs of tumor volumes of six mice per group are shown. *p < 0.05 (two-tailed unpaired Student’s *t*-test)

### Infiltration of MSCs and T cells inside CML of *Sipa1*^*−/−*^ host

We next performed histological analysis of the subcutaneous tumors. The subcutaneously injected *Bcr-Abl*^+^ HPCs formed tightly packed blastic tumor tissues in Wt mice with some small mononuclear cells at the peripheral edges (Fig. 6a, left). In contrast, tumor tissue in *Sipa1*^*−/−*^ mice showed much dispersed tumor cells that was heavily infiltrated with fibroblastic and mononuclear cells inside (Fig. 6a, right). Immunostaining analysis revealed massive accumulation and invasion of vimentin-positive MSCs and CD3^+^ T cells at largely coinciding areas in the tumor tissues of *Sipa1*^−/−^ mice, whereas these host cells were scarce in the tumor tissues of Wt mice (Fig. 6b). At a higher magnification, the vimentin-positive cells in *Sipa1*^−/−^ mice showed spread reticular forms and infiltrating CD3^+^ T cells were irregularly shaped and often had tails, suggestive of activation (Fig. 6b). FACS analysis confirmed a remarkable increase in the proportions of T cells relative to GFP^+^ tumor cells in the tissues of *Sipa1*^−/−^ mice and, to a lesser extent, B cells, macrophages, and dendritic cells, with negligible γδT cells, NK cells, and granulocytes (Fig. 6c). The actual numbers of both CD4^+^ and CD8^+^ T cells were also greater in the tumor tissues of *Sipa1*^−/−^ mice, the majority showed memory phenotype (Fig. 6d). The ratios of CD8^+^ to CD4^+^ T cells tended to be greater in the tumors of *Sipa1*^*−/−*^ mice than in those of Wt mice (0.70 vs. 0.35), whereas the proportions of Foxp3^+^ cells were comparable (about 10%). The results suggested that MSCs play an important role in rejecting *Bcr-Abl*^+^ CML cells along with T cells in the tumor tissue of *Sipa1*^−/−^ mice.

**Fig. 6:**
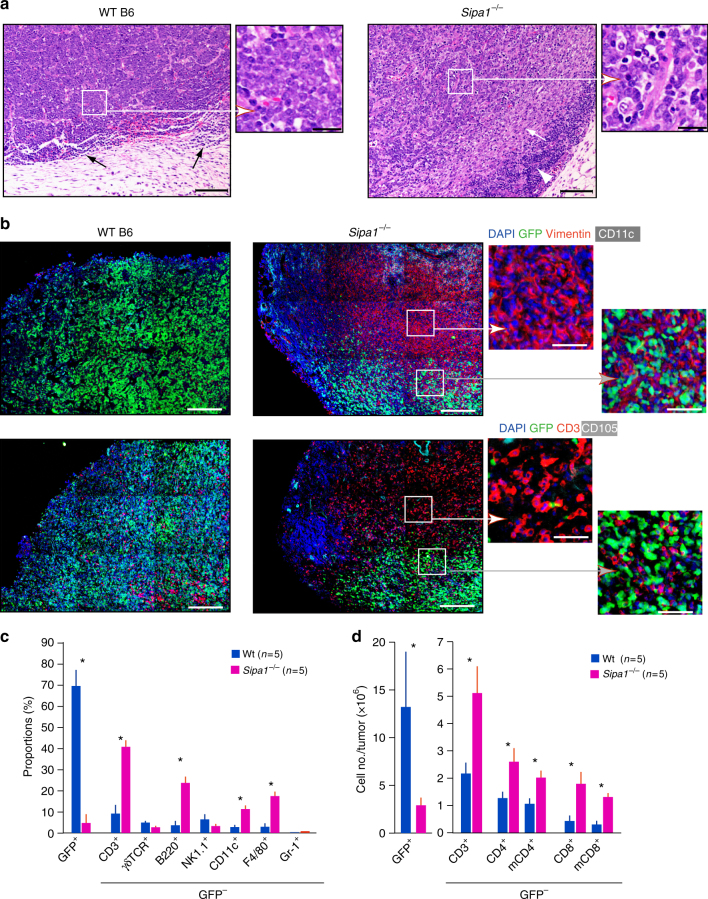
Marked increase in memory T-cell infiltration inside *Bcr-Abl*^+^ tumors coinciding with increase vimentin^high^ MSCs in *Sipa1*^−/−^ mice. **a** *Bcr-Abl*^+^ HPCs were subcutaneously injected in Matrigel matrix in Wt and *Sipa1*^−/−^ mice, and the tumors on day 15 were fixed and stained with hematoxylin and eosin. Black arrows for Wt mice indicate mononuclear cell infiltration in the peripheral edges of the tumor mass. Scale bars, 100 and 20 μm (enlarged). The white arrow and arrowhead indicate stromal reaction and dense mononuclear cell infiltration, respectively. Enlarged images of boxed regions are also shown. **b** Serial sections of subcutaneous *Bcr-Abl*^+^ tumors in Wt and *Sipa1*^*−/−*^ mice were immunostained with indicated antibodies. Enlarged images of boxed regions are also shown. Scale bars, 200 and 50 μm (enlarged). **c** Subcutaneous *Bcr-Abl*^+^ tumors on day 15 in Wt and *Sipa1*^−/−^ mice were dispersed into single-cell suspensions in collagenase/DNase I solution and analyzed for the indicated cell markers with FACS. The means and SEs of the proportions of five mice per group are shown. *p < 0.01 (two-tailed unpaired Student’s *t*-test). Experiments were done three times with similar results. **d** Subcutaneous *Bcr-Abl*^+^ tumors on day 12 in Wt and *Sipa1*^−/−^ mice were FACS analyzed, and the actual cell numbers of indicated cell types in tumor tissues were calculated. The means and SEs of five mice per group are shown. m memory phenotype; *p < 0.01 (two-tailed unpaired Student’s *t*-test). Experiments were done twice with similar results

### Activation of *Sipa1*^−/−^ MSCs and T-cell chemokine secretion

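RNA of mesenchymal stroma cells (MSCs) and of CD8+ T cells, each sorted from the subcutaneous *Bcr-Abl*+ tumors of Wt and *Sipa1*-/- mice, was hybridized in one color to 4 Agilent mouse expression arrays, 1 per cell type and genotype. The sample labels give day 12 after injection of 15000 cells per mouse and 5 mice per genotype, and the paper's text names no day for the arrays. Each condition has 1 array, so no difference has a replicate check and no test or p-value was computed. The number of arrays limits the precision. The deposited scanner values are spot intensities after the background correction of the Feature Extraction software. Of 62976 spots per array, 59305 were not controls. Spots well above background made up 64.7% on the Wt MSC array, 65.3% on the *Sipa1*-/- MSC array, 60.3% on the Wt CD8+ T array and 60.8% on the *Sipa1*-/- CD8+ T array. The 75th percentile of signal was 19.7, 19.1, 18.0 and 16.4 times the median background in the same order. Among probes printed on 10 spots of an array, the median SD of the log2 signal lay between 0.040 and 0.044 on the 4 arrays, which covers spot noise only and not the spread between mice. Signals were put on the log2 scale and shifted by the 75th percentile of each array, spots of a probe and then probes of a gene were averaged, and the log2 ratio was taken as *Sipa1*-/- over Wt. Both *Sipa1* probes were lower on the arrays of *Sipa1*-/- cells. In MSCs one fell from 5.03 to 3.78 and the other from 3.05 to 1.46 in log2 signal. In CD8+ T cells they fell from 5.40 to 3.73 and from 3.43 to 1.39. Both probes stayed well above background on every array.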

To assess the activation status of MSCs in tumor tissues, we sorted the GFP^−^ CD45^−^ CD31^−^ Ter119^−^ cell populations mostly representing mesenchymal cells from *Bcr-Abl*^+^ tumors of Wt and *Sipa1*^−/−^ mice for comparative DNA microarray. Gene set enrichment analysis indicated a marked increase in several gene sets in a *Sipa1*^*−/−*^ population, including mesenchymal lineage genes (Supplementary Fig. 6). 

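On the MSC arrays, 15298 genes passed the flags on both arrays. Of these, 2958 were at least 2-fold higher and 1733 at least 2-fold lower on the *Sipa1*-/- array, so that 63.1% of the genes past 2-fold were higher. The counts moved most when only genes above the median of mean signal were kept, to 1307 higher and 901 lower, but this keeps only 7649 genes. With all 15298 genes kept, they moved most under the normexp background correction, which was added after seeing the data. It gave 1828 higher and 1190 lower. The mesenchymal genes that the paper names were measured for 6 of 7, since *Pdgfra* did not pass the flags on both arrays, and all 6 were higher on the *Sipa1*-/- array. *Pdgfrb* had a log2 ratio of 2.02, *Snai1* 1.91, *Snai2* 1.79, *Ly6a* (Sca-1) 1.14, *Vim* 0.69 and *Icam1* 0.33. Their median was 1.47, at the 99.85th percentile of the medians of 10000 random lists of the same size matched on mean signal, as a description of these arrays. A fibroblast list written before the data were examined, which shares 5 genes with the named mesenchymal genes, had a median of 1.65, and 57 of its 57 measured genes were higher. The mesenchymal median moved most under quantile normalization, to 1.74. The Wt array also carried B-lineage transcripts at a high level. All 18 measured B-lineage markers were lower on the *Sipa1*-/- array, and *Vpreb1* went from 7.57 to 3.45 and *Cd79b* from 6.65 to 2.49 in log2 signal. From the enrichment of gene sets in the *Sipa1*-/- population, the paper states that mesenchymal lineage genes increased, and together with its qPCR and protein data it proposes that these MSCs are activated.

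**Figure D1:**
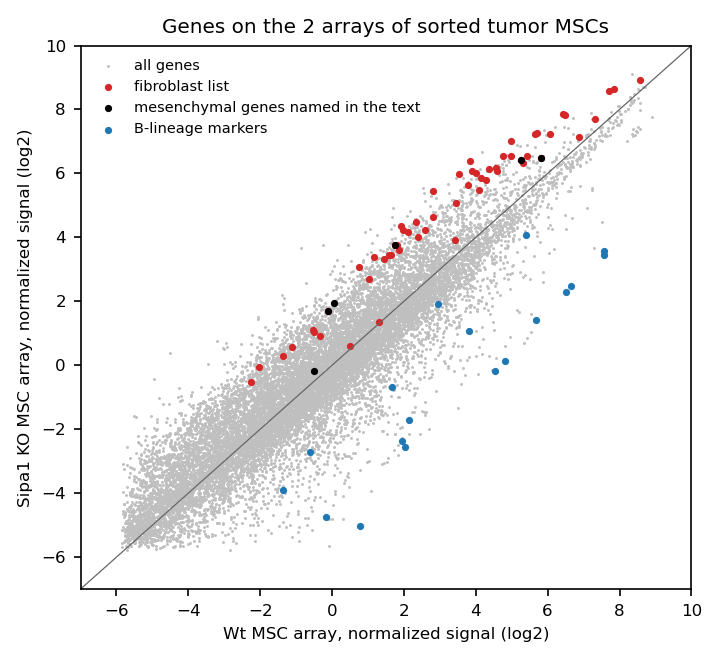
Normalized log2 signal of each gene on the Wt MSC array (horizontal axis) and the *Sipa1*-/- MSC array (vertical axis), with the line of equal signal. Grey points are all genes, red points the fibroblast list, black points the named mesenchymal genes and blue points the B-lineage markers. The 57 fibroblast genes lie above the line and the 18 B-lineage markers below it.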

Using quantitative polymerase chain reaction (qPCR), we confirmed that intratumor *Sipa1*^−/−^ MSCs at day 7 showed increased expression of mesenchymal lineage genes (*Vimentin, Sca-1, Icam1, Pdgfra, Pdgfrb, Snai1/2*), ECM- and ECM receptor-related genes (*Col1a/3a, Intb1, Intb5, Inta5, Inta11, IntaV*), and fibroblast growth factor (FGF) and FGF receptor (FGFR) family genes (*Fgfr1, Fgf1/2/7/10*) (Fig. 7a). Expression of *α-Sma* characteristic for reactive stroma was also increased but only slightly. Using further purified PDGFRα^+^ MSC populations, essentially similar results were obtained. Activation of *Sipa1*^−/−^ MSCs was only transient and contracted as the tumor cell burdens began to decrease at a later stage (Supplementary Fig. 7a). In addition, intratumor *Sipa1*^−/−^ MSCs showed remarkably increased expression of *Cxcl9*, *Cxcl10*, and *Cxcl12* potentially capable of targeting activated T cells, with minimal expression of other chemokines genes targeting inflammatory myeloid cells (Fig. 7b). To examine actual chemokine secretion in the tumor tissue, we also performed protein array analysis in the tumor tissue fluids. The tumor tissue of *Sipa1*^−/−^ mice contained remarkably abundant Cxcl9 compared to those of Wt mice (Fig. 7c). Notably, *Sipa1*^−/−^ tumor tissue also contained a high level of Ccl5, another potential T-cell chemokine, although the *Ccl5* expression was negligible in *Sipa1*^−/−^ MSCs (Fig. 7b, c). Intracellular FACS analysis revealed that Ccl5 was produced nearly exclusively by memory CD8^+^ T cells in the tumor tissue of *Sipa1*^−/−^ mice (Supplementary Fig. 7b). These results suggest that *Sipa1*^−/−^ MSCs are markedly activated and secrete abundant T-cell chemokines in *Bcr-Abl*^+^ tumor tissue.

**Fig. 7:**
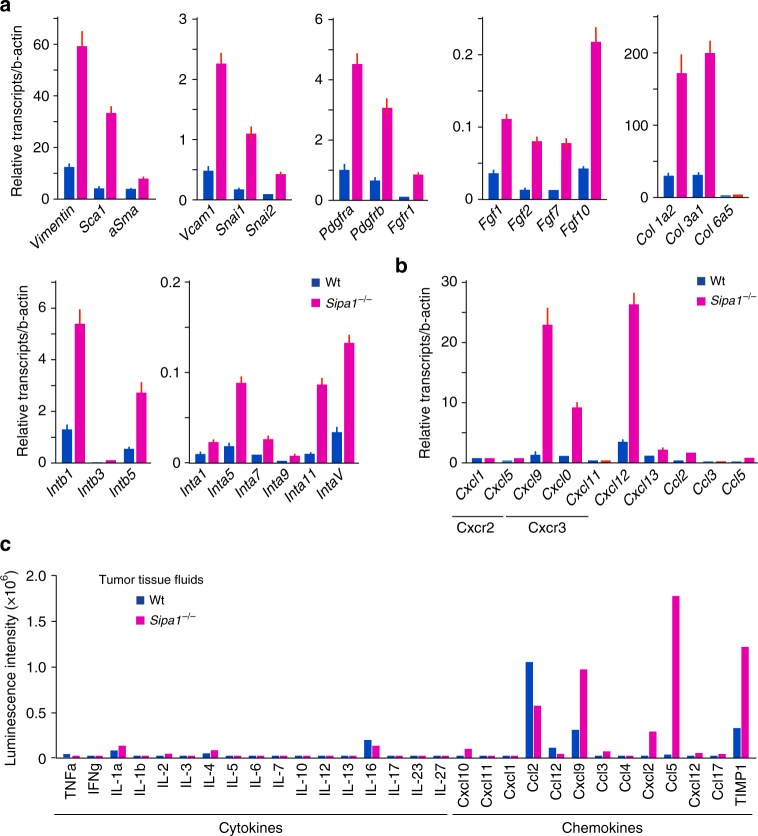
*Sipa1*^*−/−*^ MSCs in *Bcr-Abl*^+^ tumor tissue show mesenchymal gene activation with preferential production of T-cell chemokines. **a**, **b** MSCs (GFP^−^ CD45^−^ Ter119^−^ CD31^−^) were sorted from the subcutaneous tumors of Wt and *Sipa1*^−/−^ mice on day 7 after subcutaneous injection of *Bcr-Abl*^+^ HPCs, and the expression of indicated genes was assessed with quantitative PCR. Reanalysis of the sorted cell population indicated that the contamination of GFP^+^ cells was <0.5%. Three to four mice of each group were pooled for an experiment, and independent experiments were done twice with similar results. **c** Cytokines and chemokines in the tissue fluids of *Bcr-Abl*^+^ tumors of Wt and *Sipa1*^−/−^ mice on day 15 after subcutaneous injection of *Bcr-Abl*^+^ HPCs were assessed using mouse cytokine antibody array

### *Sipa1*^−/−^ MSCs and T cells show enhanced migration activity

Finally, we investigated the interaction mode of *Sipa1*^*−/−*^ MSCs with *Bcr-Abl*^+^ cells using primary mouse embryonic fibroblasts (MEFs) in vitro. *Sipa1*^−/−^ MEFs showed markedly increased phosphorylation of focal adhesion kinase (FAK), an essential molecular component required for cell migration^35^, on collagen I matrix compared to Wt MEFs with unchanged FAK protein level, suggesting enhanced basal ECM-mediated signaling (Fig. 8a, Supplementary Fig. 8a). In the Boyden chamber assay, *Sipa1*^−/−^ MEFs showed significantly enhanced directed migration to *Bcr-Abl*^+^ BA-1 cells across the membrane compared to Wt MEFs (*p* < 0.01, two-tailed unpaired Student’s *t-*test); the effect was more prominent in the presence of fibronectin than collagen I (Fig. 8b). Such migrated *Sipa1*^−/−^ MEFs showed markedly spread forms compared to Wt MEFs (Fig. 8b). The enhancement of the ECM-dependent directed migration, referred to as haptotaxis^35^, of *Sipa1*^−/−^ MEFs to BA-1 cells was significantly inhibited in the presence of anti-PDGFa or anti-PDGFRα antibody (*p* < 0.01, two-tailed unpaired Student’s *t-*test) (Fig. 8c, Supplementary Fig. 8b). We found that *Bcr-Abl* expression induced an increase in *Pdgfa* expression in the primary BM HPCs; *Bcr-Abl*^+^ BA-1 cells consistently exhibited significant *Pdgfa* expression, whereas Wo-1 and EL4 cells did not (Fig. 8d). The results suggested the involvement of leukemia-derived PDGF in the accumulation and activation of *Sipa1*^*−/−*^ MSCs inside *Bcr-Abl*^+^ tumor tissue. Given that *Sipa1*^−/−^ T cells are much more effective at rejecting *Bcr-Abl*^+^ cells than Wt T cells in the *Sipa1*^*−/−*^ environment, we also examined the chemotactic activity in response to chemokines. Activated *Sipa1*^−/−^ T cells exhibited remarkably enhanced chemotaxis compared to Wt T cells in response to Cxcl9 and, to a lesser extent, Ccl5; the chemotaxis was also more prominent in the presence of fibronectin (Fig. 8e). In agreement with the relative dominance of CD8^+^ T cells in the tumor tissue, *Sipa1*^−/−^ CD8^+^ T cells showed greater chemotactic activity than *Sipa1*^*−/−*^ CD4^+^ T cells (Fig. 8e). Altogether, these results suggest that *Sipa1*^−/−^ MSCs exhibit enhanced migration directed to *Bcr-Abl*^+^ cells and secretion of Cxcl9, which causes efficient recruitment of *Sipa1*^−/−^ memory T cells to the vicinity of the tumor cells (Supplementary Fig. 9). Secretion of Ccl5 by such recruited CD8^+^ T cells may further amplify the T-cell recruitment inside the *Bcr-Abl*^+^ tumor tissue.

**Fig. 8:**
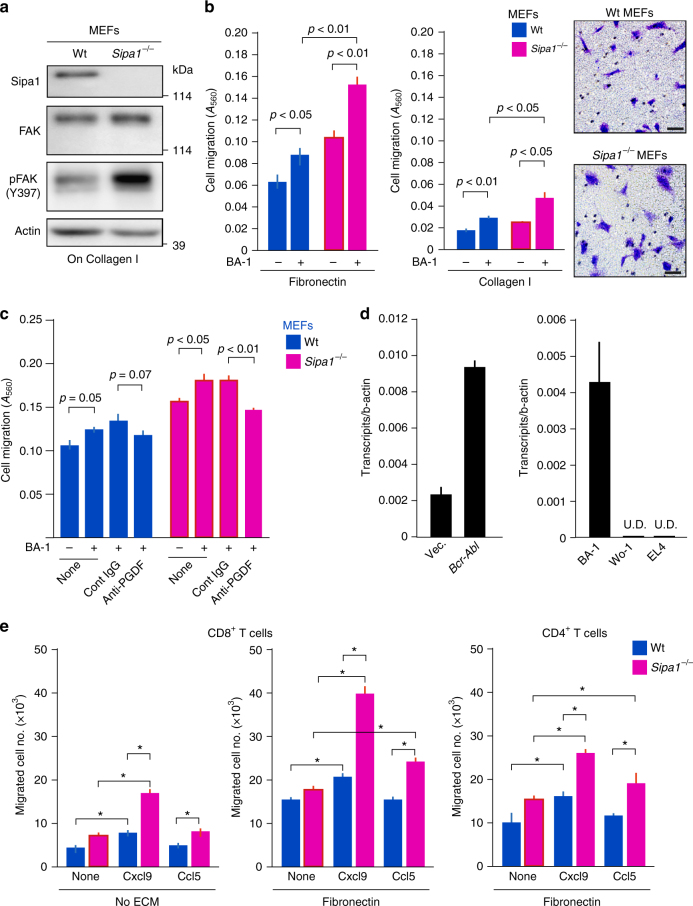
*Sipa1*^−/−^ MEFs show enhanced migration directed to *Bcr-Abl*^*+*^ CML cells and *Sipa1*^−/−^ T cells augmented chemotaxis in response to chemokines. **a** Wt and *Sipa1*^−/−^ MEFs cultured on collagen I were lysed and immunoblotted with indicated antibodies. **b** Directed migration of Wt and *Sipa1*^*−/−*^ MEFs to BA-1 CML cells were assessed using the Boyden chamber assay in the presence of fibronectin or collagen I. The means and SEs of quadruplicate culture are shown, and *p* values were determined with two-tailed unpaired Student’s *t*-test. The experiments were repeated three times with similar results. Pictures of crystal violet-stained migrated cells are also indicated. Scale bars, 50 μm. **c** In the Boyden chambers, anti-PDGFa antibody or isotype-matched control IgG was added to the lower wells at 20 μg/mL with BA-1 cells. The means and SEs of quadruplicate culture are shown, and *p* values were determined with two-tailed unpaired Student’s *t*-test. **d** Primary Lin^−^ BM cells were transduced with *p210Bcr-Abl* or control vector. Three days later, GFP^+^ cells were sorted, and *Pdgfa* expression was assessed with quantitative PCR (left). Expression of *Pdgfa* in BA-1, Wo-1, and EL4 cell lines was also examined (right). U.D., undetectable. **e** Chemotactic activity of sorted Wt and *Sipa1*^−/−^ CD8^+^ T cells and CD4^+^ T cells that had been activated on the coated anti-CD3 antibody for 24 h were assessed in response to Cxcl9 and Ccl5 (100 ng/mL) using the Boyden chamber assay in the presence or absence of fibronectin. The means and SEs of triplicate determination are shown. The experiments were repeated at least two times with similar results. *p < 0.01 (two-tailed unpaired Student’s *t*-test)

## Discussion

Sustained expression of *Bcr-Abl* in CML-initiating cells is essential for the maintenance and progression of CML disease^36^. Although massive expansion and accumulation of CML cells representing the differentiated progenies may be controlled by TKIs, CML-initiating cells are much less sensitive to TKIs than the majority of CML cells, partly because Bcr-Abl kinase activity alone is not sufficient to confer the leukemic stem cell activity^15,17,37,38^. Persisting CML-initiating cells as well as mutations in *Bcr-Abl* kinase domain leading to drug resistance remain a potential risk for disease recurrence^39,40^.

In the current study, we unexpectedly found that the primary *Bcr-Abl*^*+*^ HPCs failed to develop CML disease in *Sipa1*^−/−^ B6 mice, although they caused lethal CML with massive leukemic expansion of *Bcr-Abl*^*+*^ cells in Wt B6 mice as expected. This finding may be reminiscent of *PD-1*^−/−^ mice that show strong resistance to certain otherwise lethal tumors expressing *PD-L1*^7^. The resistance of *Sipa1*^−/−^ mice was abrogated by prior γ-ray irradiation and therefore overlooked in the standard procedures for the mouse CML model using BMT^34^. The effect was not attributable to the failure of the *Sipa1*^−/−^ BM microenvironment to support proper engraftment of transferred *Bcr-Abl*^+^ HPCs because the *Bcr-Abl*^*+*^ HPCs did proliferate and differentiate until about 10 days in *Sipa1*^−/−^ BM comparably to Wt BM. Rather, *Sipa1*^−/−^ recipients actively rejected the *Bcr-Abl*^+^ cells later, demonstrating a spontaneous cure with the complete elimination of CML-initiating cell activity. Genetic as well as cell depletion studies revealed that T cells of the *Sipa1*^−/−^ host, including both CD4^+^ and CD8^+^ cells, are essential for the rejection of *Bcr-Abl*^+^ HPCs, and the mice that once rejected *Bcr-Abl*^+^HPCs apparently established the memory state. In agreement with the findings, a much greater number of T cells were detected around *Bcr-Abl*^+^ cells in *Sipa1*^−/−^ BM compared to those in Wt BM.

The resistance of *Sipa1*^−/−^ mice was apparently selective for *Bcr-Abl*^+^ CML in that *Sipa1*^−/−^ mice were comparably susceptible to other leukemia cells without *Bcr-Abl* expression relative to Wt mice. Although *Bcr-Abl*^+^ CML expressed GFP in the current model, *Sipa1*^−/−^ mice were no more resistant than Wt mice to T-ALL cells similarly expressing GFP, and thus it was unlikely that GFP was involved in the immune rejection. The *Bcr-Abl* fusion gene may create new antigenic epitopes, or neo-antigens, via a codon slip, and Bcr-Abl-specific T cells are detected in the CML patients^18,41,42^. It has also been reported that T cells specific for proteinase 3 (P3), a self antigen that is abundantly and exclusively expressed on normal myeloid cells, can emerge in CML patients under allogeneic BMT or interferon-α therapy but rarely in untreated patients; notably, the generation of these cells correlated with disease remission^19^. *Sipa1*^−/−^ mice are prone to systemic autoimmunity^28^, and an intriguing possibility is that the *Sipa1*^−/−^ host favors the development of such T cells specific for self antigens expressed on robustly expanding CML cells. In either case, *Bcr-Abl*^+^ CML cells can be potentially immunogenic for T cells, and crucial tumor-rejection antigens involved in a current model remain to be verified.

Current results, however, also revealed that *Sipa1*^−/−^ T cells are ineffective for rejecting *Bcr-Abl*^+^ HPCs in the Wt host environment. Thus, analysis using BM chimeric mice indicated that neither <Wt BM into *Sipa1*^−/−^>mice nor <*Sipa1*^−/−^BM into Wt>mice showed strong CML resistance comparable to that of <*Sipa1*^−/−^ BM into *Sipa1*^−/−^>mice, suggesting that the combination of *Sipa1*^−/−^ T cells and *Sipa1*^−/−^ nonhematopoietic cells is essential for the complete rejection. *Sipa1*^−/−^, but not Wt, mice also rejected subcutaneous *Bcr-Abl*^+^ tumors completely, suggesting that the required *Sipa1*^−/−^ nonhematopoietic cells do not need to be specialized hematopoietic stroma cells. Histological analysis revealed a remarkable accumulation of vimentin-positive MSCs in concordance with abundant penetration of T cells inside the *Bcr-Abl*^+^ tumor tissue of the *Sipa1*^−/−^ host. In the Wt host, MSCs were scarcely detected in the tightly packed tumor tissue, and T cells remained at the peripheral margins of the tissue, if any. The results are consistent with the notion that infiltration of T cells in the center of tumor tissue is crucial for tumor regression^5^, and they suggest that the accumulation and/or persistence of *Sipa1*^−/−^ MSCs around the *Bcr-Abl*^+^ tumor cells plays an important role in the intratumor T cell recruitment. Notably, γ-ray radiation profoundly damages not only T cells but also MSCs^43^.

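The ECM and ECM receptor genes named in the paper were all measured on the MSC arrays, and 8 of 8 were higher on the *Sipa1*-/- array. Their median log2 ratio was 1.18, at the 99.48th percentile of random lists. The single genes were uneven. *Itga11* had a ratio of 2.46, *Itgb5* 1.91, *Itgav* 1.40, *Itgb1* 1.22 and *Itga5* 1.14, whereas *Col3a1* had 0.38, *Col1a2* 0.35 and *Col1a1* 0.26. One of the *Col1a1* probes was level between the arrays. Among all collagen genes 30 of 33 were higher with a median of 1.35, and among all integrin genes 19 of 23 with a median of 0.78. The FGF genes named in the paper, all 5 of them higher, had a median of 1.47 at the 98.97th percentile. *Fgfr1* had a ratio of 2.07, *Fgf10* 1.82, *Fgf1* 1.47, *Fgf7* 1.41 and *Fgf2* 1.11. Over whole families, 9 of 12 measured FGF ligands were higher with a median of 1.36, and the 5 FGF receptors had a median of 0.54 at the 77.4th percentile. The ECM median moved most under the authors' series matrix values, to 1.39, and the FGF median moved most with the brightest probe of each gene, to 1.82. In the Reactome collection, which stood in for the paper's gene sets, extracellular matrix organization (196 genes) had a median of 1.41 and ranked 8 of 701 sets, with an enrichment score of 0.67. Integrin cell surface interactions ranked 21 and signaling by FGFR ranked 248, with medians of 1.23 and 0.11.

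**Figure D2:**
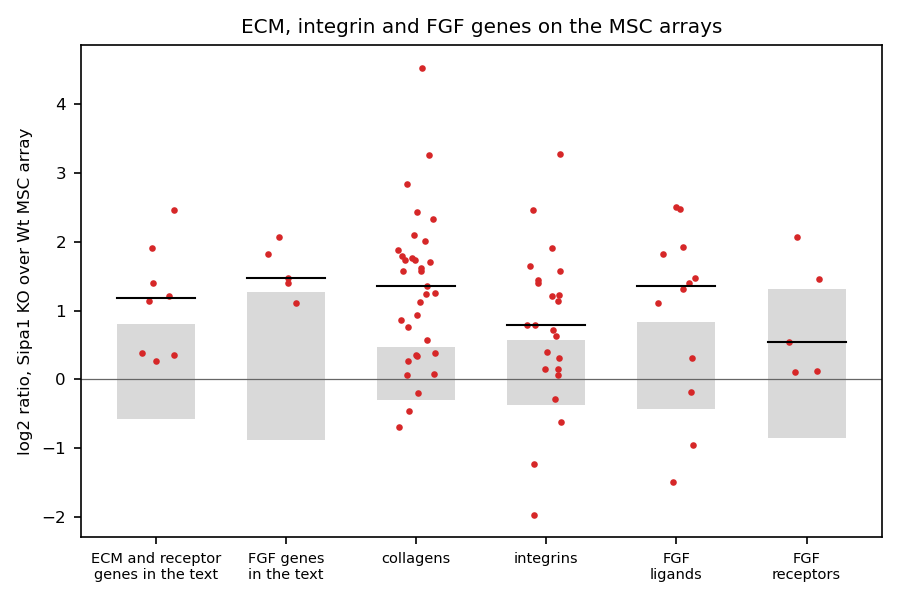
Log2 ratio of the *Sipa1*-/- over the Wt MSC array (vertical axis) for each gene (red points) of 6 lists. Black lines are list medians and grey bands hold the central 95% of the medians of random lists matched on mean signal. The median of the FGF receptors, 0.54, lies inside its band and the other medians lie above theirs.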

Intratumor *Sipa1*^−/−^ MSCs showed significant activation of selective gene sets, including mesenchymal lineage genes, ECM and integrin genes, and FGF-related genes, compared to those in Wt mice. Because Sipa1 in the cytosol binds the nuclear chromatin modifying factor Brd4, which regulates the expression of a panel of ECM and the related receptor genes^44,45^, the increase in nuclear Brd4 in *Sipa1*^−/−^ MSCs may underlie the effects^31,32^. Enhanced Rap1 activation linked to protein tyrosine kinase (PTK) receptors in *Sipa1* deficiency may also contribute to MSC activation via augmented MAPK signaling^22,24^. We found that *Bcr-Abl* expression in the primary HPCs induces *Pdgfa* expression. MSCs constitutively express PDGFR, and PDGF is a principal factor inducing the activation of MSCs, including directed cell migration via chemotactic ECM cues, called haptotaxis^35,46^. *Sipa1*^−/−^ MEFs showed markedly enhanced basal FAK activation and haptotaxis directed to *Bcr-Abl*^+^ BA-1 cells in an ECM-dependent manner compared to Wt MEFs, and the effect was inhibited in the presence of either anti-PDGF or anti-PDGFR antibody. Therefore, we suggest that tumor-derived PDGF may be involved, at least partly, in the accumulation and activation of *Sipa1*^−/−^ MSCs in the center of tumor tissue. The role of resident MSCs in tumor tissue is controversial. Certain human cancers such as breast cancers are often associated with persistent “reactive stroma” consisting of fibroblasts showing characteristic phenotypic transition, including strong α-smooth muscle actin (SMA) expression^47^. Such cancer-associated fibroblasts that develop under the influence of transforming growth factor (TGF)-β may show tumor-promoting and/or immunosuppressive activity, often correlating with poor patient prognosis^3,48,49^. However, resident fibroblasts in tumor tissue have been reported to potentially be able to inhibit tumor progression^50^; for instance, blocking TGF-β signaling in MSCs reveals the tumor-suppressive activity^51^.

Importantly, *Sipa1*^−/−^ MSCs, but rarely Wt MSCs, in *Bcr-Abl*^+^ tumor tissue preferentially and strongly expressed chemokine genes such as *Cxcl9 (Mig)* targeting memory T cells with minimal proinflammatory chemokines targeting myeloid cells. A recent study has suggested that tissue MSCs may develop into distinct functional subsets depending on the nature of microenvironmental stresses^52^. It remains to be seen whether the *Sipa1*^−/−^ MSCs preferentially producing Ccl9 represent a unique functional subset or reflect the specific mode of MSC activation in the absence of Sipa1. Furthermore, activated *Sipa1*^−/−^ T cells, in particular CD8^+^ cells, exhibited markedly enhanced chemotactic activity in response to Cxcl9, most likely due to the increased Rap1-mediated inside-out activation of migratory integrins^23^. We found that *Sipa1*^−/−^ memory CD8^+^ T cells in tumor tissue further produce Ccl5 (Rantes), which shows potent TCR costimulatory activity for CD4^+^ T cells in addition to T-cell chemotactic activity^53^. The results revealed a potentially important role of MSCs in recruiting memory T cells in the center of tumor tissue to ensure their direct encounter with tumor cells for the immune effects. The mechanism is remarkably potentiated in the *Sipa1*^−/−^ host, leading to the complete immunological eradication of CML; however, it remains rather latent in the Wt host. Most recently, cooperation between T cells and nonhematopoietic stroma cells leading to the rejection of a head and neck cancer cell line was reported in mice with combined deficiency of *Toll-like receptors 3*, *7*, and *9*^54^.

Large-scale cancer patient analyses have indicated that specific patterns of immune activation within tumor tissues are associated with a better prognosis for cancer patients. These patterns include an abundance of memory T cells as well as molecular signatures related to T-cell chemotaxis, cytotoxicity, and cell adhesion^5^. Notably, the location of T cells in the center and invasive margin of tumor tissue is significantly correlated with better prognosis^55,56^. Therefore, in clinical settings, recruitment of memory T cells inside the tumor tissue ensuring the functional access of immune T cells to tumor cells may be important for suppressing tumor progression. Our current study suggests that the coordinated interplay between MSCs and immune T cells inside tumor tissue has a strong potential for leading to a cure for CML disease. Although it remains to be proven whether properly accessed immune T cells can directly affect TKI-resistant CML-initiating cells and *Bcr-Abl* mutant cells, current results may provide a novel clue for radically controlling human CML.

## Methods

### Mice

C57BL/6 (B6) mice were purchased from Charles River Laboratories Inc. (Kanagawa, Japan) and SLC Inc. (Shizuoka, Japan). *Rag2*^−/−^ mice were obtained from Central Institute of Experimental Animals (Kanagawa, Japan). *CD3ε*^−/−^ and *μMT*^−/−^ mice were provided by Dr. S. Fagarasan (RIKEN Center for Integrative Medical Science, Kanagawa, Japan) and Dr. M. Reth (Albert Ludwigs Universität Freiburg, Freiburg, Germany), respectively. All these mutant mice had a B6 genetic background. *Sipa1*^−/−^ mice have been reported previously^26^ and crossed with B6 mice for more than 15 generations. Enhanced GFP (EGFP)-Sipa1 reporter (*EGFP;Sipa1* KI) mice were generated as a custom order by Unitech (Kashiwa, Chiba, Japan). In brief, the *Sipa1* chromosomal gene was isolated from bacterial artificial chromosome clones of C57BL/6 mice, and its exon 4 was replaced by a coding sequence for *EGFP* and *loxp-neo-loxp* genes. The targeting vector containing the diphtheria toxin A fragment upstream exon 9 was transfected into embryonic stem (ES) cells (clone: Bruce 4) derived from C57BL/6 mice. The ES clones carrying the targeted allele were introduced into host embryos, and the chimeric mice were crossed with the *CAG-Cre* transgenic mice. In all experiments, male and female mice of 6–8-week old were used, and the numbers of mice used in experiments were indicated in figure legends. All mice were maintained in specific pathogen-free conditions at the Center for Experimental Animals of Kyoto University, and all animal experiments were performed strictly according to the institutional guidelines by Kyoto University Animal Ethics Committee.

### Cells and cultures

The BA-1 cell line was established from the bone marrow cells (BMCs) of young *Sipa1*^−/−^ mice by infection with *pMSCV-IRES-GFP* retroviral plasmid (*MIG*) containing human *p210 Bcr-Abl*. The Wo-1 cell line was established from thymic T-cell acute lymphoblastic leukemia (T-ALL) developed by the BMT of HPCs transduced with *MIG* containing *C3G-F*^57^, and the T-cell leukemia cell line, EL4, was purchased from American Type Culture Collection. The cells were cultured with complete BXH-2 medium supplemented with 10% fetal calf serum (FCS)^26^. The leukemic cell lines were authenticated by the gene expression (*C3G-F*) and FACS analysis of markers (CD3, CD4). Mouse embryonic fibroblasts (MEFs) were obtained from the embryos of Wt and *Sipa1*^−/−^ mice on day 15.5 of gestation and maintained with Dulbecco’s modified Eagle medium (DMEM) containing 10% FCS, unless otherwise specified. The MEFs were checked for the expression of Sipa1 with immunoblotting. All cells were tested for mycoplasma contamination.

### Retrovirus infection and cell transfer

Bone marrow cells (BMCs) from 4- to 6-week-old B6 mice pretreated with 150 mg/kg 5-fluorouracil (5-FU; Kyowa Hakko Kogyo, Tokyo, Japan) were depleted of lineage marker-positive (Lin^+^) cells using a cocktail of antibodies (anti-CD3, anti-CD4, anti-CD8, anti-B220, anti-Gr-1, anti-Mac-1, and anti-Ter119 antibodies; BD Bioscience, San Jose, CA, USA) and anti-rat IgG-coated magnetic beads (Supplementary Table 1) (Dynabeads M-450; Dynal, Oslo, Norway). The resulting Lin^−^ BMCs enriched for HPCs were infected with *MIG*/*p210Bcr-Abl* retrovirus as previously reported^58^. Briefly, the cells were infected with retroviral supernatants by spinoculation and cultured in complete BXH-2 medium containing 10 ng/mL IL-6, 10 ng/mL IL-11, 10 ng/mL Flt-3 ligand, and 50 ng/mL stem cell factor (Genzyme, Minneapolis, MN) for 48 h. Infection efficiency was 30–35%. The infected cells were injected intravenously or subcutaneously into mice at 1.5 × 10^4^ cells per mouse. For subcutaneous injection, the GFP^+^ HPCs were placed in Matrigel matrix (Corning, Tewksbury, MA, USA) to prevent rapid cell diffusion.

### BM chimeras

BMCs from Wt or *Sipa1*^−/−^ mice were injected intravenously into Wt or *Sipa1*^−/−^ mice irradiated with 13-Gy γ-ray (6.5 Gy twice with a 4-h interval) at 2 × 10^7^ cells per mouse. Chimeric rates in the procedures were more than 95%. Chimeric mice were rested for 4–6 months before the challenge with *Bcr-Abl*^+^ HPCs.

### Flow cytometry

Multicolor flow cytometric analysis was performed with FACS Canto (BD Bioscience, San Jose, CA, USA), and the data were analyzed with FlowJo (Tree Star). Cells were Fc-blocked (CD16/CD32) and stained with antibodies (Supplementary Table 1). Propidium iodide or Ghost dye^TM^ Violet 450 (Tonbo Biosciences) was used to exclude dead cells. Intracellular staining for Ccl5 was performed with cells fixed and made permeable with IC Fixation Buffer and Permeabilization Buffer (eBioscience) according to the manufacturer’s instructions.

### Immunostaining

Femoral bones or subcutaneous tumor tissues were fixed in 2% paraformaldehyde for 2 h at room temperature and left in 30% sucrose at 4 °C overnight before embedding in optimum cutting temperature compound (Sakura, Torrance, CA). Serial frozen sections were blocked with 5% donkey serum in phosphate-buffered saline (PBS) overnight followed by immunostaining with antibodies (Supplementary Table 1) as before^59^. Stained tissues were mounted with Mowiol 4–88 (Calbiochem), and images were acquired with the use of fluorescence microscopy (Axiovert 200M) equipped with an AxioCam MRm Fluar 2.5×/0.12 or 5×/0.25 numerical aperture objective lens (Carl Zeiss) and analyzed with AxioVision version 4.6 (Carl Zeiss). Digital images were processed using Adobe Photoshop CS2 (Adobe). For immunostaining of MEFs, cells were grown on coverslips (Matsunami Glass Ltd., Japan), fixed with 4% paraformaldehyde for 10 min at room temperature, permeabilized with 0.1% Triton X-100 for 5 min, blocked with 5% BSA/PBS for 1 h, and incubated with primary antibodies for 1 h at room temperature followed by secondary antibodies and DAPI for 30 min. The antibodies used were anti-phospho-FAK (ab81298; Abcam, Cambridge, UK, at 1:1000 dilution), Alexa Fluor 568 Phalloidin (Invitrogen), and Alexa Fluor 488. Images were obtained using the BZ-X700-All-in-One fluorescence microscope (Keyence).

### Antibody-mediated cell depletion

To specifically deplete NK cells in vivo, anti-NK1.1 antibody (PK136) was injected intraperitoneally at 200 μg per mouse twice per week before and once per week after *Bcr-Abl*^+^ HPC injection. For CD4^+^ and CD8^+^ T-cell depletion, anti-CD4 (GK1.5) and anti-CD8 (2.34) antibodies were injected at 150 μg per mouse, respectively, 2 days before and twice per week after *Bcr-Abl*^+^ HPC injection. Control groups were treated with corresponding isotype-matched control IgG. The procedures were confirmed to have depleted more than 95% of the corresponding cell populations.

### Tumor measurement and isolation of tumor-infiltrating cells

The sizes of subcutaneous tumors were measured in two dimensions, and the volumes were assessed by the following formula: tumor volume = *l*/2 × *w*^2^. Tumor tissues (5 mg) were cut into small pieces in 1 mg/mL Collagenases IV and DNase I in 2% FCS RPMI-1640 medium. After 60 min of incubation with gentle shaking at 37 °C, the cells were strained through a 40-μm nylon mesh to produce a single-cell suspension. To isolate mesenchymal stroma cells (MSCs), the cell suspensions were stained with anti-GFP and anti-CD45-BV510 (30-F11; BD Bioscience), anti-TER119-BV510 (TER119; BD Bioscience), anti-CD31-APC (390; BioLegend), and anti-PDGFRα (APA5; eBioscience) antibodies at 1 μg/mL. The GFP^−^ CD45^−^ Ter119^−^ CD31^−^ PDGFRα^+^ cell population was sorted with FACS Aria III (BD Bioscience). In some experiments, anti-PDGFRα was omitted to ensure enough cell numbers. Contamination of GFP^+^ cells and CD31^+^ ECs in the MSC population was less than 0.5% and 0.1%, respectively.

### DNA microarray and qPCR analysis

RNA was extracted from the sorted GFP^−^ CD45^−^ Ter119^−^ CD31^−^ cell populations and subjected to DNA microarray analysis (TaKaRa Bio Inc., Siga, Japan). Gene expression profiling was performed using total RNA and DNA microarray (SurePrint G3 Mouse Gene Expression v2 8 × 60 K Microarray Kit, Agilent) according to manufacturer’s protocol. 

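The flags were read from the deposited scanner values of the 4 arrays, which have one set of flags per spot. No spot was saturated on any array. Without controls, 63.8% of spots passed all the flags on the Wt MSC array and 64.3% on the *Sipa1*-/- MSC array. For the CD8+ T arrays these shares were 59.7% and 60.0%. Asked of both MSC arrays, the flags left 33128 probes, and asked of at least 1 of them, 37632 probes.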

Probes with confident expression signals were selected using flags produced by Feature Extraction software: IsSaturated = 0, IsFeatNonUnifOL = 0, IsBGNonUnifOL = 0, IsPosAndSignif = 1 and IsWellAboveBG = 1. 

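Symbols were taken from the accession of each probe through a RefSeq gene table. Of the spots that were not controls, 57.6% matched a symbol, and 22911 symbols were represented. In the MSC pair, 16645 genes had probes passing the flags on at least 1 array.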

All selected probes corresponding to ~19,000 genes were subjected to Gene Set Enrichment Analysis using expression log ratio log_2_ (KO/WT) as rank metrics. The analysis was done with following settings: preranked analysis mode of GSEA software (version 2.2.4, Broad Institute) and gene sets from category Hallmark and C2, which were prepared in MSigDB (Broad Institute). Quantitative PCR was performed with SYBR Green I Master mix (Roche) on a LightCycler 480 (Roche). Transcripts of *b-actin* were used as an internal control. Primer sequences for genes are listed in the Supplementary Table 2.

### Cytokine array analysis

Cytokine levels in tumor tissue supernatants were measured using Mouse Cytokine Antibody Array, Panel A (R&D Systems), according to the manufacturer’s instructions. Samples were analyzed as singlets using a LAS-4000 mini instrument with Image Reader Las-4000 mini and Multi Gage V3.2 software (Fujifilm).

### Cell migration assay

The haptotaxis assay was performed using the CytoSelect^TM^ 24-Well Cell Haptotaxis Assay Kit (8 µm, fibronectin-coated or collagen-coated, Cell Biolabs, Inc.) with 8.0-µm pore membrane inserts coated with fibronectin or collagen I, according to the manufacturer’s procedures. Briefly, MEFs (1 × 10^4^ cells) prestarved of serum for 1 h were applied to the upper wells in the presence or absence of 2 × 10^6^ BA-1 cells in the lower wells in DMEM containing 0.1% FCS, followed by incubation at 37 °C for 4 h. When indicated, 20 μg/mL anti-PDGFa (Upstate), anti-PDGFRα (R&D Systems), or isotype-matched control IgG was added to the lower wells. The outer parts of the inset membranes were stained with crystal violet, and OD 560 nm was measured with ARBO^TM^ X 2030 Multilabel Reader (PerkinElmer). The chemotaxis assay was performed using 24-well plates and 6.5-mm Transwell with 5.0-µm pore polycarbonate membrane inserts (Corning, NY, USA). Inserts were coated with 10ug/mL fibronectin (Invitrogen) for 1 h and dried. CD4^+^ and CD8^+^ T cells were isolated with autoMACS Pro Separator (Miltenyi Biotec, Bergisch Gladbach, Germany) and added to the upper chamber (5 × 10^5^ cells) in 1% BSA RPMI-1640. The lower chambers were filled with 1% BSA RPMI-1640 containing Cxcl9 or Ccl5 (PeproTech, Rocky Hill, NJ, USA) at 100 ng/mL. After 3 h of incubation in 5% CO_2_ at 37 °C, the cells that migrated into the lower chambers were counted by FACS Canto (BD Bioscience).

### Immunoblotting

MEFs were lysed with lysis buffer (150 mM NaCl, 25 mM Tris-HCl, 1%NP-40, 1% Na deoxycholate, 0.1% SDS) and blotted with anti-Sipa1^26^, anti-FAK (ab40794;Abcam, Cambridge, UK), or anti-phospho-FAK (Y397;Abcam, Cambridge, UK) antibody at 1:1000 dilution. Uncropped original scan images are shown in Supplementary Fig. 10.

### Statistical analyses

Statistical analyses were performed using the unpaired two-tailed Student’s *t*-test and one-way ANOVA with Bonferroni post hoc test. Spearman’s rank test was used to determine correlations; *p* < 0.05 indicated a significant difference. In animal experiments, it was not feasible to make an assumption of sample sizes based on the log-rank statistic, because we have never observed the development of lethal CML in *Sipa1*^−/−^ mice for observation period of 100 days (i.e., zero event numbers). Age-matched mice kept in the same animal room were used with no particular randomization, and no mice were excluded from the analysis. The investigators were not blinded for group allocations.

### Data availability

The DNA Microarray data were deposited in Gene Expression Omnibus (GEO) repository, NCBI (GSE108002, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108002). The authors declare that all the other data supporting the findings of this study are available within the article and its Supplementary Information files and from the corresponding author upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

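The 4 conditions were measured with 1 array each, MSCs and CD8+ T cells sorted from tumors of Wt and *Sipa1*-/- mice. The deposited scanner values are spot intensities from Agilent one-color arrays, which the authors' software had corrected for background. They were not normalized between arrays. The authors' series matrix holds these processed intensities multiplied by 1 constant per array, on a linear scale, and how the constants were chosen is not stated in the paper's text. The main values used the scanner intensities, as log2 minus the 75th percentile of each array over spots that are not controls.

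Probes were kept as in the methods, with the flag for saturation and the flags for non-uniform spots and background at 0 and the flags for signal above background at 1, on both arrays of a pair. Spots of a probe were averaged on the log2 scale and then the probes of a gene. Gene symbols came from accessions matched to a RefSeq table of assembly GRCm38.p6, because the scanner values carried no gene name column, although the plan had counted distinct gene names. A log2 ratio of 1 was the threshold for counts. With 1 array per condition there were no tests, p-values or standard errors. Lists were described by their median and its percentile among 10000 random lists matched on mean signal in 20 bins. Reactome sets with 15 to 500 measured genes were ranked by median, with a running-sum enrichment score of weight 1. Hallmark and C2 sets were not used here. On simulated data with 200 genes changed, 100% were recovered in each pair, over 15298 genes for MSCs and 14339 for CD8+ T cells, and 0 unchanged genes were called. Every simulated change was larger than the threshold, and the only noise was that between spots of an array. This outcome was therefore fixed in advance. It checks the processing steps and says nothing on how reliable a call from single arrays is.

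The genes named are *Sipa1*, the genes the paper names for mesenchymal, ECM, FGF, α-Sma and chemokine expression, and the 5 with the largest log2 ratio in each direction per cell type among genes above the median signal, leaving out clone and predicted names. Marker lists of 13 cell types were written beforehand to look for RNA of other cells. The lists, the named-gene rule, the main settings and the alternatives were fixed before the data were examined. Alternatives were flags on 1 array, no flags, saturated spots kept, median shift, quantile normalization, the series matrix, the brightest probe, and genes above the median signal. Normexp with an offset of 50 on the median spot signal was added after seeing the data. Tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3 and limma 3.58.1.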

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

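Among the tests reported here, those of B-lineage RNA, of dilution by one factor, of stromal and granulocyte RNA, of a shift of the CD8+ T array and of linked or single-probe variants were chosen only after the result was seen, and those of a lower share of mesenchymal cells, of normalization, of dim probes and of sex were planned, apart from the normexp part of the normalization test, which was added after seeing the data.

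The paper's text does not report the genes that were lower in *Sipa1*-/- MSCs. The B-lineage list had a median log2 ratio of -4.14 with 0 of 18 genes higher, the list of common leukocyte genes -2.18 with 0 of 16 higher, and the cell cycle list -1.98 with 0 of 31 higher, and these medians stayed negative under every scaling run. The cells were sorted as negative for CD45 and GFP, yet *Ptprc* (CD45) had a log2 signal of 0.76 on the Wt and -0.55 on the *Sipa1*-/- array. The paper reports that subcutaneous *Bcr-Abl*+ HPCs leaned toward the B lineage, and also that few GFP+ cells remained in its sorted MSCs. Whether the leukemic cells were the source of the B-lineage RNA was not tested. The B-lineage genes with the brightest signal on the Wt array were *Vpreb1* (7.57 on the Wt and 3.45 on the *Sipa1*-/- array), *Vpreb3* (7.55 and 3.57), *Cd79b* (6.65 and 2.49) and *Blnk* (6.50 and 2.28). The B-lineage and common leukocyte lists share no gene. The same arrays showed the mesenchymal lists higher in *Sipa1*-/- MSCs. Normalization is argued against, since the lowest of the 4 list medians was 1.04 under median shift and quantile normalization and 1.03 with normexp included. Dim probes are argued against for the fibroblast list, since its median among genes above the median signal was 1.62. A lower mesenchymal share in the Wt sort that raises all other cell types alike is argued against, since the marker lists of other types moved apart, 10 of 13 higher in the *Sipa1*-/- array and the B-lineage and common leukocyte lists far lower. This leaves open a share lowered by those cells alone. RNA of B-lineage cells in the Wt sort stays open as a hypothesis. If it lowers the share of stromal RNA, markers of other non-blood types would be higher in the *Sipa1*-/- array too, and 81.4% of the 86 measured markers of 6 such types were, 70 genes. Dilution by one common factor as the whole cause cannot be told apart from a change in fibroblasts. The fibroblast median of 1.65 exceeds the highest of the other 6 medians, 0.94. Among genes above the median signal the fibroblast median was 1.62. It stands beside 1.26 for 4 Schwann cell markers, 1.20 for 6 endothelial markers and 0.73 for 4 adipocyte markers. Lower still were 0.62 for 7 pericyte and smooth muscle markers, 0.60 for 16 skeletal muscle markers and 0.48 for 6 keratinocyte markers. The share of each of these cell types in the 2 sorts is unknown, which keeps dilution by one factor open. An effect of the genotype on MSCs stays open and was not tested on these arrays. Outside the arrays, the paper reports higher mesenchymal genes by qPCR in *Sipa1*-/- MSCs of an earlier day. It describes much the same outcome for MSCs purified further by PDGFRα. A difference in sex is argued against, since 0 of 7 spots for Y genes was well above background on any of the 4 arrays.

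The CD8 exhaustion list was higher in *Sipa1*-/- MSCs, with a median of 1.15 over 9 measured genes, 7 of them higher, and 0.48 under normexp. The median signal was low, -3.21 on the Wt and -2.46 on the *Sipa1*-/- array, and 1 gene of the list was above the median signal. No explanation was tested for it.

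On the CD8+ T arrays, which the paper's text does not report, some lists of stromal genes were higher in *Sipa1*-/- cells. The ECM genes named in the paper had a median of 1.38, the fibroblast list 1.37 with 53 of 58 higher, and the collagens 1.15. Under normexp these medians were 1.24, 1.00 and 0.48. The fibroblast list shares 8 genes with the collagens and 3 with the named ECM genes. The mesenchymal genes named in the paper rose less, with a median of 0.31 and 4 of 7 higher. Among the 3 of them above the median signal the median was -0.08, with 1 higher. These were *Vim*, *Ly6a* and *Icam1*, of which *Vim* (5.69) and *Ly6a* (4.01) were already bright on the Wt CD8+ T array. Of the dimmer genes, *Pdgfrb* (1.68), *Pdgfra* (1.44) and *Snai2* (0.86) rose and *Snai1* (-1.37) fell. The pericyte and smooth muscle list had a median of 0.07, with 7 of 13 higher. *Col1a2* went from 4.24 to 5.77, *Col3a1* from 2.93 to 4.68 and *Col1a1* from 2.74 to 4.29 in log2 signal. A shift of the whole CD8+ T array is argued against, since it would move all lists alike and the fibroblast median lies 2.57 above the granulocyte median. Stromal RNA in the *Sipa1*-/- sort stays open as a hypothesis. The 100 brightest genes of the *Sipa1*-/- MSC array that were at least 16-fold above the Wt CD8+ T array had a median CD8+ T ratio of 1.31, with 90 higher. Choosing genes low on the Wt CD8+ T array favors a rise, and this part was not separated. Expression by the T cells themselves was not tested.

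The granulocyte list was lower in *Sipa1*-/- CD8+ T cells, with a median of -1.20 and 2 of 14 genes higher, and so was the erythroid list, with -1.09 and 3 of 14 higher. Under normexp the medians were -1.18 and -0.54, and most erythroid genes were dim, with a median signal of -0.81 on the Wt array. The 5 erythroid genes above the median signal had a median ratio of -1.09, with 2 of them higher. *S100a9* went from 8.38 to 7.33 and *S100a8* from 6.99 to 5.52. The bright *Csf3r* was nearly level, at 6.72 and 6.61. Granulocyte RNA in the Wt sort as the source cannot be told apart from other explanations. The 5 markers brightest on the Wt MSC array had a median ratio of -1.12, but they belong to the list that showed the pattern, so this value decides nothing. The erythroid list was not tested further, and a biological cause was not tested for either list.

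*Snai1* had a log2 ratio of 1.91 in MSCs and -1.37 in CD8+ T cells. The difference between the cell types was not tested, since each has 1 array per genotype, and the *Snai1* signal in CD8+ T cells was low, -1.18 on the Wt and -2.55 on the *Sipa1*-/- array.

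Besides *Sipa1*, 22 genes changed at least 2-fold the same way in both cell types with the brighter signal of each pair within 1 log2 unit of the other, 17 higher and 5 lower. The pattern was noticed in the data and examined in several ways, of which none decided for an explanation. A variant linked to *Sipa1* as the cause of the whole set is argued against, since 0 of the 22 genes is on the chromosome of *Sipa1*. A linked variant around *Sipa1* that reaches other genes stays open, since 6% of the 100 measured genes around it passed 2-fold in CD8+ T cells and 3.96% of the 13779 genes measured in both cell types did. For variants in linked blocks elsewhere, the set had 4 neighbouring pairs against a median of 3 in random sets, and 35.6% of 1000 random sets had as many. Looked at after that, 6 genes of the set lie on one chromosome, which 2.9% of random sets reach, so the 2 measures point different ways. The last test asked whether single probes changed while the other probes of their genes did not, as a variant or transcript form that reaches single probes would give. At 2-fold this held for 5 of 11 genes with other probes. With a log2 ratio of 1.5 asked, which was the threshold looked at first, it held for 3 of 3 genes, and with 2 asked for 2 of 2 genes. The outcome thus depends on the threshold, and the explanations cannot be told apart. *Tox4* is an example, chosen after its values were seen, with 1 probe at 3.44 in MSCs and 3.95 in CD8+ T cells and the other at 0.14 and 0.16.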

How the results depend on the processing

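The only alternative chosen after seeing the data is normexp on the median spot signal. The planned normexp on the mean spot signal was not run, and mean spot signals were not used here. No paired analysis was possible because each condition has 1 array, so that the genotypes within a cell type share a single replicate number. A model with one genotype effect common to both cell types asks another question and was not run. Keeping saturated spots moved nothing, as no spot was saturated. The 5 list medians in MSCs given below stayed above 0 under every alternative run. The cause of each move below was not tested, except that fewer or more genes enter where the flags or the signal limit change.

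The MSC medians are given in the order mesenchymal, ECM, FGF, fibroblast and Reactome extracellular matrix organization, with main values of 1.47, 1.18, 1.47, 1.65 and 1.41. With median shift they were 1.33, 1.04, 1.33, 1.52 and 1.27. With quantile normalization they were 1.74, 1.20, 1.45, 1.84 and 1.45. With the series matrix values they were 1.67, 1.39, 1.68, 1.86 and 1.62. With normexp they were 1.37, 1.03, 1.24, 1.57 and 1.13. Without flags the mesenchymal, FGF, fibroblast and Reactome medians were 1.52, 1.41, 1.64 and 1.21. With flags on 1 array the Reactome median was 1.39. With the brightest probe the ECM, FGF, fibroblast and Reactome medians were 1.24, 1.82, 1.61 and 1.43. Among genes above the median signal they were 1.22, 1.41, 1.62 and 1.54, where the FGF value is that of 1 gene, *Fgf7*, so the FGF list was not tested against dim probes.

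Against 2958 higher and 1733 lower genes in MSCs, genes above the median signal gave 1307 and 901, and normexp gave 1828 higher. Against 381 higher and 201 lower in CD8+ T cells, flags on 1 array gave 685 and 371, no flags 1059 and 633, genes above the median signal 67 and 70, and normexp 108 and 98.

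The median of all genes moved by -0.14 in MSCs and -0.15 in CD8+ T cells under median shift, and by 0.21 and 0.13 under the series matrix. The share of higher genes among those past 2-fold, 63.1% in MSCs and 65.5% in CD8+ T cells, was 74.1% and 76.3% under the series matrix. In CD8+ T cells it was 52.5% under median shift, 52.4% under normexp and 48.9% among genes above the median signal, and in MSCs 54.1% under median shift.

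With the brightest probe, *Xaf1* turned to -0.78 in MSCs and -1.04 in CD8+ T cells, where its probes disagree. With flags on 1 array, *Fgf1* in CD8+ T cells turned from 1.12 to -0.030. Among values below 2-fold, *Acta2* turned from 0.62 to -0.01 in MSCs and from -0.21 to 0.01 in CD8+ T cells with the brightest probe, and *Fgf2* in CD8+ T cells from -0.29 to 0.05 under normexp. In MSCs *Ccl3* turned sign under the series matrix values. In CD8+ T cells *Itga5*, *Itga7*, *Itgb1* and *Ccl3* turned sign under median shift, *Itga5*, *Itga7* and *Ccl5* under quantile normalization, and *Icam1*, *Vim* and *Ccl5* under the series matrix values.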

Other observations

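No tests of explanations are reported in this part, and none of the alternatives it names was chosen after the result was seen.

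The paper's qPCR used MSCs of day 7, and the array labels give day 12, so array values for its chemokine genes are placed here. In MSCs the log2 ratio was 2.25 for *Cxcl9*, 1.31 for *Cxcl10* and 1.48 for *Cxcl12*. Other chemokines rose as well, *Cxcl1* with 1.64, *Ccl5* with 1.41, *Ccl2* with 1.40 and *Cxcl5* with 1.32, while *Ccl3* was at -0.02 and turned positive under the series matrix values. In log2 signal on the *Sipa1*-/- array, *Ccl2* (6.16) and *Cxcl1* (5.50) lay above *Cxcl9* (4.58), and *Ccl5* (3.32) and *Cxcl5* (2.57) below it. Of the chemokines named here, only *Cxcl9* exceeded the fibroblast median ratio of 1.65, for which a lower share of stromal RNA in the Wt sort stays open. Over the chemokine family 24 of 28 measured genes were higher, with a median of 1.19. *Acta2* (α-Sma) had a ratio of 0.62 over 3 probes that disagree, the lowest at -0.01. The T-cell chemokines named in the text had a median of 1.48, and the interferon-gamma-inducible list 0.36.

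In CD8+ T cells 381 genes were at least 2-fold higher and 201 lower in *Sipa1*-/- cells, 4.06% of 14339 genes, against 30.7% in MSCs. The CD8 exhaustion list had a median of 0.58, the effector and memory list 0.15, the naive list -0.16, and the interferon-gamma-inducible list 0.18. The B-lineage list had -0.04, which turned to 0.09 under the series matrix values, over 8 higher and 9 lower genes. Some of its members fell in these cells too, *Igll1* to a ratio of -2.21, *Vpreb1* to -2.04 and *Vpreb3* to -1.82, named after their values were seen.

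The largest rises in MSCs above the median signal were in *Col6a5* (4.53), *Rbp4* (4.02), *Smpd3* (3.60), *Map1b* (3.52) and *Car4* (3.45), and the largest falls in *Grb7* (-4.84), *Dntt* (-4.71), *Crhbp* (-4.70), *Igll1* (-4.69) and *Slamf6* (-4.63). In CD8+ T cells the largest rises were in *Grn* (2.76), *Xaf1* (2.51), *Postn* (2.08), *Tox4* (2.05) and *Mgp* (2.03), and the largest falls in *Wfdc17* (-2.53), *Ifitm1* (-2.48), *Cd14* (-2.43), *Mrgpra2b* (-2.37) and *Stfa2l1* (-2.33). Probes of *Grn*, *Xaf1* and *Tox4* disagree. *Dntt* and *Igll1* belong to the B-lineage list, and *Postn* and *Mgp* to the fibroblast list. A change within the sorted cell type was not told apart from RNA of other cells for any of these genes.

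The T cell marker list in MSCs had a median of 0.44, with 12 of 18 genes higher. Among its 3 genes above the median signal the median was -2.69, with 1 higher. The other marker lists in MSCs had medians of 0.85 (macrophage and monocyte), 0.32 (granulocyte), -0.26 (erythroid), 0.94 (endothelial) and 0.68 (keratinocyte). Further medians were 0.67 (skeletal muscle), 0.68 (adipocyte), 0.86 (pericyte and smooth muscle), 0.50 (Schwann cell) and 0.38 (megakaryocyte and platelet). Ribosomal protein genes had a median of -0.36.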
